A study of Mus musculus with 8 samples. Its data were reported in "A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan" (2024).

How the data were processed

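Livers were taken from 8 mice, 4 of them *Rragc*^S74N/+ and 4 *Rragc*^+/+. *Rragc* encodes RagC, a GTPase that passes nutrient signals to the kinase complex mTORC1, and S74N is a single amino acid substitution carried on 1 allele. The labels gave an age of 3 months for 3 *Rragc*^+/+ and 2 *Rragc*^S74N/+ mice and of 2.5 months for 1 mouse of each genotype, and the remaining *Rragc*^S74N/+ mouse was 2 months old. Libraries were made with a kit that sequences the 3′ end of each messenger RNA, so that a transcript gives reads in proportion to its copies and not to its length. Groups were taken from the labels. Replicate numbers follow the order of the samples and only name a liver.

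The authors aligned reads to GRCm38 with TopHat2, Bowtie and SAMtools inside the nextpresso pipeline, counted reads per gene by strand with HTSeq against a GENCODE annotation, and scaled the counts with DESeq. The deposited values are this signal, a normalized read count per gene and liver for 14506 genes, and no filter on genes is stated. The listed genes held at least 6 reads summed over the livers. Every value of a liver (100%) was a whole multiple of that liver's smallest value above 0, and the inverse of that step equalled the median-of-ratios size factor of the multiples, so the whole reads behind the values were recovered. Recovered reads ranged from 4313076 to 6632108 per liver, with size factors from 0.707 to 1.23. These are reads counted in listed genes, which is not the full sequencing depth. No molecular identifiers are stated, so reads are not independent molecules. Reads that fall in members of a gene family with similar sequence, such as the *Mup* genes or immunoglobulin genes, were assigned by the authors' counting and are uncertain between members.

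The authors tested differential expression with DESeq, and the terms of their model for liver are not stated. Here differential expression was tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend) on log2(normalized count + 1) for the 11174 genes with a mean of at least 10, with genotype as the only term, and Benjamini-Hochberg adjustment at 0.05. Fold changes are on that log2 scale, which understates the change of genes with low counts. The quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. Gene sets were tested with the preranked method of fgsea 1.28.0, with 1000 gene permutations on the moderated statistic of limma and a threshold of 0.25 on the adjusted p, for 21 sets with at least 10 tested members. Set memberships were copied from the signature lists of the study, including lists of genes that the study called in kidney. Of 4939 memberships, 4166 were found in the table, 65 of them through a RefSeq synonym. Synonyms were added after a first look at the set results. Gene permutation treats genes as independent. The share of squared distance between livers explained by genotype was computed on the 500 most variable tested genes and tested over all 35 splits of the 8 livers into 4 and 4. Of 23 lists of cell type and liver state markers written beforehand, the 17 with at least 3 tested members were scored as the mean log2 value and compared with an exact two-sided permutation test over all 70 labellings, for which the smallest possible p is 0.0286.

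The text names *Rragc*, the study's senescence, cytokine, adhesion, leukocyte and Tfeb-family genes that passed the filter, *Gpx3*, *Marco* and *Igkc* (genes the study named in liver), and genes past the threshold. Other genes named were chosen after their values were seen. Groups, designs, lists and most other settings to try were fixed before the data were examined. The other settings were other pseudocounts (0.1 and 5), no filter or a mean of at least 50, upper-quartile and TMM rescaling, limma without the trend or with array weights, age as a covariate, 3-month-old mice alone, the count tools, other thresholds, other set tests, and leaving out each liver in turn. Gene coordinates are those of GENCODE M21 on GRCm38, in which 14458 of the listed names were found. This is a neighbouring release of the annotation the authors counted against.

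The scripts were tested on simulated counts drawn from the means, library sizes and dispersions of these livers, with known changes in 200 genes. A further 100 genes were raised by 0.5 on the log2 scale to test the set method, and calls among them were counted neither as recovered nor as false. At the dispersion of these livers, limma called 3.63% of 193 changed genes when the change was 1 on the log2 scale, 77.7% of 197 at 2 and 95.0% of 199 at 3. Among its calls, 3 of 10, 8 of 164 and 6 of 195 were genes that had not been changed. DESeq2 called 23% of 200 changed genes at a change of 1, and of its 68 calls 17 were unchanged genes and 5 were among the genes raised by 0.5. A lower dispersion, 0.25 of that measured, was also simulated and gave higher recovery.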

Results

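RNA was profiled in livers of 4 *Rragc*^S74N/+ and 4 *Rragc*^+/+ mice aged 2 to 3 months. The reads recovered in listed genes numbered 6509465, 6177759, 4313076 and 6236526 in *Rragc*^+/+ replicates 1 to 4, and 6240323, 6462499, 5081275 and 6632108 in *Rragc*^S74N/+ replicates 1 to 4. The 10 most abundant genes took between 26.5% and 32.9% of these reads. The labels give each library as a separate mouse. The chi-square per degree of freedom between libraries ranged from 14.6 to 101 over the 28 pairs, so no pair looked like a single library entered again. Age was not balanced, since the only 2-month-old mouse was *Rragc*^S74N/+.

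The edited gene was examined first. *Rragc* lies on chromosome 4 of GRCm38, from 123917446 to 123936997 on the forward strand. Its normalized read count was 84.1 ± 20.4 (SD, n = 4) in *Rragc*^+/+ and 76.6 ± 7.32 (SD, n = 4) in *Rragc*^S74N/+ livers, with 45 to 120 reads behind each value. The log2 fold change was -0.11 with a standard error of 0.25, less than the spread between replicates (exact two-sided permutation p = 0.657; limma adjusted p = 0.931). A substitution need not alter the level of the transcript, so this comparison does not check the labels.

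To ask whether livers of young *Rragc*^S74N/+ mice differed from those of *Rragc*^+/+ mice at the level of single genes, all 11174 tested genes were compared. With limma and Benjamini-Hochberg adjustment, 1 gene had an adjusted p under 0.05, and it was lower in *Rragc*^S74N/+. At an unadjusted p under 0.05 there were 578 genes, 265 higher and 313 lower, where 559 would be expected with no difference. Over the 35 splits of the livers into 4 and 4 the median was 250, and 9 splits gave as many. The groups did not overlap for 328 genes, or 2.94% of those tested, against 2.86% by chance. The count moved most with DESeq2, which was run without the filter on the mean, on 14491 genes. Tool and filter thus changed together, though limma without the filter also called 1 gene. DESeq2 on the recovered reads called 6 genes, while edgeR called 1. At an unadjusted p under 0.05 both had more genes higher than lower, unlike limma. The numbers were 347 higher and 271 lower with edgeR, and 459 higher and 376 lower with DESeq2. With the larger number of genes in DESeq2, 725 would be expected with no difference. Of the 8 fits that each omitted a liver, and so had fewer livers to test with, 7 had no gene past the threshold.

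The single gene was *Gpx3*, on chromosome 11 from 54902453 to 54910377 on the forward strand. Its normalized count was 166 ± 28.3 (SD, n = 4) in *Rragc*^+/+ and 42.4 ± 9.997 (SD, n = 4) in *Rragc*^S74N/+ livers, a log2 fold change of -1.95 with a standard error of 0.25 (limma adjusted p = 0.0411). It was lower in all 4 *Rragc*^S74N/+ livers than in any *Rragc*^+/+ liver, with 37 to 187 reads per liver. *Gpx3* is abundant in kidney. *Kap*, another kidney-abundant gene that was singled out after its values were seen, was also lower, at 24.6 ± 19.1 against 95.7 ± 45.4 (SD, n = 4 each). *Marco*, on chromosome 1 from 120474538 to 120505024 on the reverse strand, was at 22.2 ± 2.33 in *Rragc*^+/+ and 88.9 ± 39.2 in *Rragc*^S74N/+ livers (SD, n = 4 each). *Igkc*, on chromosome 6 from 70726435 to 70726966 on the forward strand, was at 57.1 ± 15.3 and 141 ± 26.6 (SD, n = 4 each). Their log2 fold changes were 1.82 with a standard error of 0.37 and 1.31 with a standard error of 0.26. The groups did not overlap for either gene, but neither passed adjustment over all genes (limma adjusted p = 0.846 for both). Both, like *Gpx3*, were looked up as the study's own liver calls. Lack of overlap or a DESeq2 call for these genes is therefore not independent support. DESeq2 called both, with adjusted p of 0.00573 for *Marco* and 0.0453 for *Igkc*. Its other calls, named after their values were seen, were *Acot3*, *Tcf24* and *Gm47822*.

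**Figure D1:**
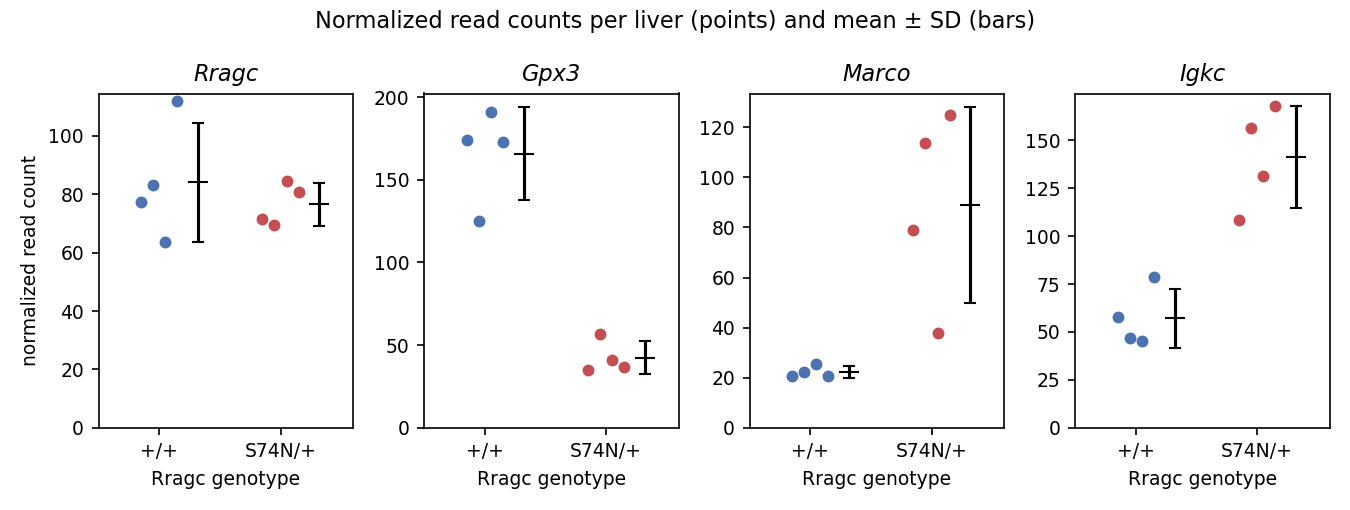
Normalized read counts (linear axes from 0) of *Rragc*, *Gpx3*, *Marco* and *Igkc* by genotype, with a point per liver and bars for the mean ± SD of 4 livers. The genotypes overlap for *Rragc* and do not overlap for the other genes, with *Gpx3* between 125 and 191 in *Rragc*^+/+ and between 34.9 and 56.9 in *Rragc*^S74N/+ livers.

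Senescence, cytokine, adhesion, leukocyte and Tfeb-family genes had been measured by other assays in these mouse lines. A list of 15 such genes was looked up here. The table listed 8 of them and all 8 were tested. The other 7, among them *Cdkn2a*, *Il6* and *Tnf*, were not analysed here. No gene passed 0.05 when limma's p was adjusted over the 8 genes or over all genes, and 2 had an unadjusted p under 0.05. *Tfeb* was at 62.2 ± 18.6 in *Rragc*^+/+ and 34.5 ± 6.56 in *Rragc*^S74N/+ livers (SD, n = 4 each), a log2 fold change of -0.81 with a standard error of 0.30 (limma p adjusted over the list = 0.145, over all genes = 0.846). *Ptprc*, which encodes the leukocyte marker CD45, was at 82.5 ± 25.2 and 119 ± 14.9 (SD, n = 4 each), a log2 fold change of 0.56 with a standard error of 0.26 (limma p adjusted over the list = 0.189, over all genes = 0.846). The log2 fold changes of *Cdkn1a*, *Cxcl1*, *Il1b*, *Icam1*, *Vcam1* and *Tfe3* were 0.23, 0.83, 0.93, 0.29, -0.21 and -0.46, all with a list-adjusted p of 0.278 or more. No other setting tried brought a gene of the list past the list-adjusted threshold.

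Whether groups of genes shifted together was asked with preranked enrichment. By gene permutation, 18 of 21 sets had an adjusted p under 0.25, 13 of them higher and 5 lower in *Rragc*^S74N/+ livers. This count depends on the random draw. With 20 other seeds it was 15 in 19 runs and 17 in 1 run, and 10000 permutations gave 15. The 3 sets in between, SASP list A, the short curated list of TFEB targets and the genes down in Tfeb-knockout, had an adjusted p of 0.246 and are not counted as changed in what follows. The count rests on treating genes as independent. With camera and the correlation between genes estimated from these livers, or with permutation of the genotype labels, 0 sets had an adjusted p under 0.25. Both ignore age. With age as a factor, camera again gave 0 sets (smallest adjusted p = 0.317) and so did permutation of the labels within each age (smallest adjusted p = 0.35), though with 20 labellings 5 sets at the smallest p of 0.05 would have been needed and 3 reached it. Those 3 were interferon list A, interleukin signaling up in old kidney and senescence inflammatory response list B. The 18 sets are therefore a description of this gene ranking, and none of these tests placed a set past the threshold. Among sets with the highest scores were chemokine, integrin and cytokine genes up in old kidney (normalized enrichment score 2.04), interleukin signaling up in old kidney (2.03), interferon list A (1.99) and the Hallmark interferon gamma response (1.97). Each of these had a label permutation p adjusted over sets of 0.40. In interferon list A, 18 of 18 tested genes were higher in *Rragc*^S74N/+. The CLEAR-network list of TFEB targets had a score of -1.09 (adjusted p = 0.271). By gene permutation, KEGG lysosome scored -1.33 (adjusted p = 0.0920) and Hallmark mTORC1 signaling 1.32 (adjusted p = 0.0651). The extended list of TFEB targets (-0.93, adjusted p = 0.757) and Hallmark PI3K-AKT-mTOR signaling (-0.85, adjusted p = 0.797) did not pass. The genes up in old *Rragc*^S74N/+ kidney were lower in liver (score -1.40) and those down there were higher (2.02).

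**Figure D2:**
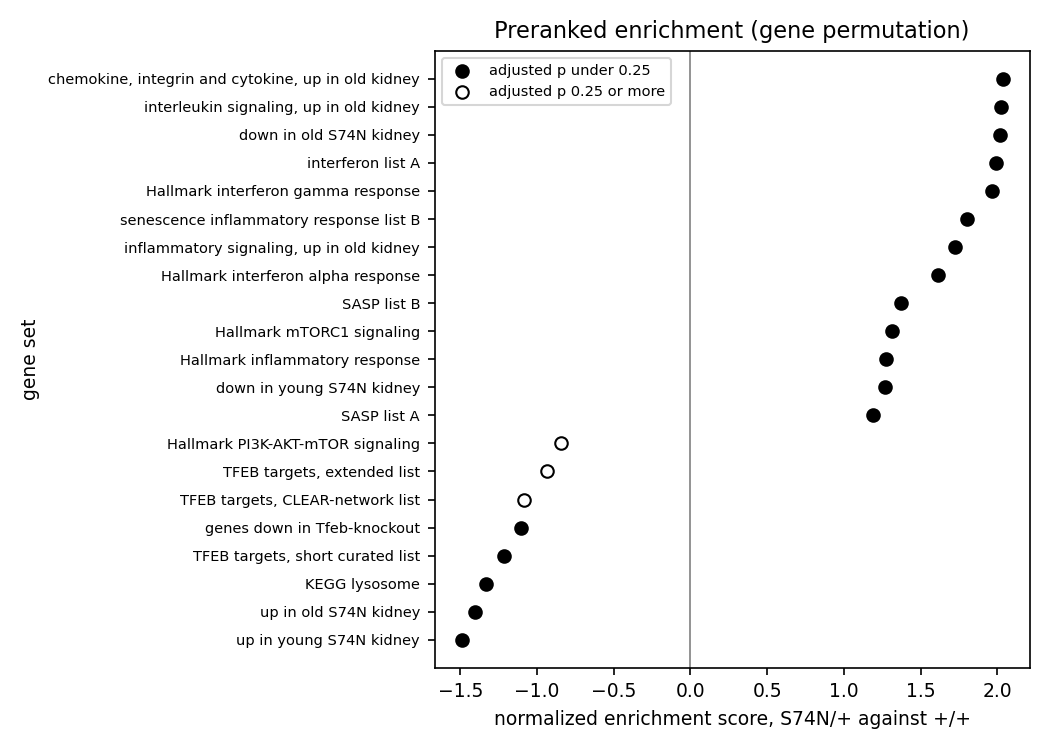
Normalized enrichment score (horizontal axis) of each of the 21 gene sets (vertical axis), positive where members were higher in *Rragc*^S74N/+, with filled points for an adjusted p under 0.25 by gene permutation. Scores run from -1.49 to 2.04, and none of the sets passes 0.25 when genotype labels are permuted.

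Genotype explained 17.8% of the squared distance between livers over the 500 most variable genes, a share that 35 splits place at an exact permutation p of 0.20. The first principal component held 45.9% of the variance and the second 15.5%. Neither separated the genotypes beyond the spread between livers (exact two-sided permutation p = 0.257 and 0.143). The permutations for the share and for the components ignore age.

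**Figure D3:**
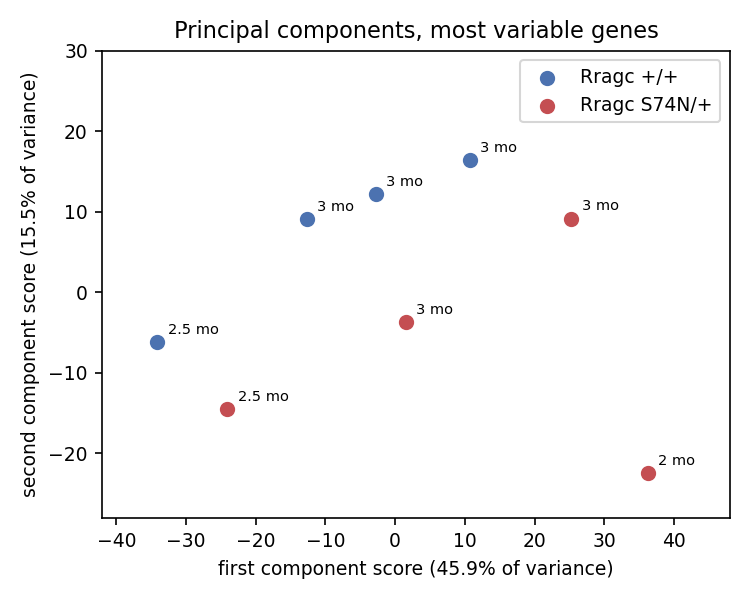
Scores of the 8 livers on the first (horizontal) and second (vertical) principal component of the 500 most variable genes, in log2 units, coloured by genotype and marked with age in months. Both 2.5-month-old mice lie at the low end of the first component (-34.1 and -24.1) and the 2-month-old mouse at the high end (36.3), so genotype does not order the livers along that component. A slanted line across both components can still part the genotypes, and separation on both components together was not tested.

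Cell type and liver state were compared with 17 marker lists, and none had an adjusted p under 0.05, while 2 had an unadjusted exact two-sided permutation p under 0.05. The labellings behind these p ignore age, and labels were not permuted within each age for the lists. With 4 livers per genotype, 10 lists at the smallest possible p would have been needed to pass, so the adjustment could hardly be met. The Kupffer cell list scored 7.13 ± 0.03 in *Rragc*^+/+ and 7.51 ± 0.28 in *Rragc*^S74N/+ livers (SD, n = 4 each), higher in all 4 *Rragc*^S74N/+ livers (exact permutation p = 0.0286, the smallest possible; adjusted p = 0.243). The male-biased liver list scored 12.5 ± 0.03 and 11.6 ± 1.09 (SD, n = 4 each), lower in all 4 *Rragc*^S74N/+ livers (exact permutation p = 0.0286; adjusted p = 0.243). The neutrophil list differed by -0.22 on the log2 scale (exact permutation p = 0.686), with only 3 of its 12 genes tested. These were *Vamp5*, *S100a9* and *S100a8*. Names missing from the data were matched through synonyms, and *Vamp5* may have entered that way. The score therefore says little about neutrophils.

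**Figure D4:**
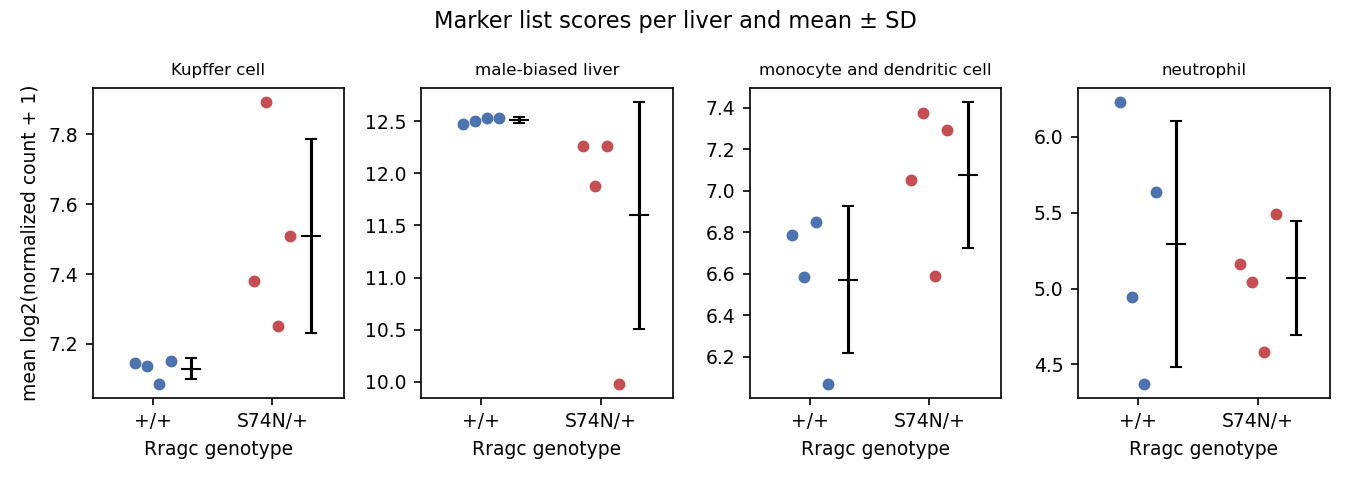
Mean log2(normalized count + 1) of 4 marker lists per liver (points), by genotype, with bars for the mean ± SD of 4 livers; the vertical axes do not start at 0. The Kupffer cell scores of *Rragc*^S74N/+ livers (7.25 to 7.89) lie above those of *Rragc*^+/+ livers (7.09 to 7.15).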

Values the study reported

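In kidneys of young mice, which are not part of these data, the study reported 689 genes that differed between *Rragc*^S74N/+ and *Rragc*^+/+, of which 335 were higher and 354 lower. In kidneys of old mice it reported 1,368 such genes. These counts come from another organ and from DESeq, so they cannot be set directly against the counts for liver given here. For young livers, the paper describes enriched inflammatory signatures.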

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

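Among 32 values examined in each genotype, or 64 groups of 4 livers, 7 values lay far from the others of their group, where about 3.2 would by chance. The tests of the male-biased list, other than that of library size, were chosen after the result was seen.

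The male-biased list score of *Rragc*^S74N/+ replicate 4 was 9.98, against 11.9 to 12.3 in the other *Rragc*^S74N/+ livers. A female mouse under this label was tested with Y-linked genes, whose score in this liver was 7.05, at the top of the 8 livers. After drawing reads down to the smallest library the score was 9.53, but thinning keeps the expected proportions of genes and could hardly have moved it. This mouse was also the youngest, at 2 months. With a single mouse of that age, age cannot be told apart from a deviation of this animal. Without this liver the log2 difference of the list was -0.38 against -0.92 with it. Reads shared within the *Mup* family were tested by removing these genes, which left a difference of -0.93. Among 3-month-old mice, 2 livers against 3, the difference was -0.43. Leaving livers out could not make genotypes overlap that did not overlap over all 8 livers, so only the sizes of these differences inform. Without this animal, or among 3-month-old mice alone, the difference was smaller and still negative. How much of it age accounted for cannot be told. What remained rests on 3 and 2 *Rragc*^S74N/+ livers, and a genotype effect on sex-biased genes is a hypothesis.

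Reads recovered in *Rragc*^+/+ replicate 3, at 4313076, were fewer than the 6177759 to 6509465 reads of the others of its genotype. In the same liver *Tfe3* was at 7.22 on the log2 scale, against 7.77 to 7.82. In *Rragc*^+/+ replicate 4, aged 2.5 months, *Vcam1* was at 4.49 against 5.71 to 5.95. In *Rragc*^S74N/+ replicate 3, also 2.5 months old, the liver endothelial list scored 6.24 against 6.95 to 7.03, and the list of clock genes peaking near dawn scored 6.58 against 7.28 to 7.38. The Y-linked score of *Rragc*^+/+ replicate 1 was 6.46 against 6.72 to 6.73. The liver with the low dawn score, *Rragc*^S74N/+ replicate 3, had the highest dusk clock score of the 8 livers, at 7.43. No explanation, technical or biological, was tested for the values in this paragraph singly. With 7 values flagged where about 3.2 would be by chance, some of them may be chance.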

How the results depend on the processing

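The count of genes past the threshold was 1 with limma. It was 0 without the trend (603 genes at an unadjusted p under 0.05), 0 with age as a covariate (415 unadjusted) and 0 in 3-month-old mice alone (640 unadjusted), and 6 with DESeq2. The cause was not tested. With age as a factor, added after the data were seen and leaving the 2-month-old liver out of the genotype estimate, it was 3. These were *Gpx3*, *Tsc22d1* and *Mup17*, the last of a family whose members share reads. The last 2 were named after their values were seen. It was 1 with edgeR on reads drawn down to the smallest library and 1 with the dusk clock score as a covariate, both added after the data were seen. Across the 8 fits that each left out a liver, the count ran from 0 to 2, with 312 to 1682 genes at an unadjusted p under 0.05. The count of 2 came without *Rragc*^S74N/+ replicate 3, and the genes were *Gpx3* and *Marco*. In that fit *Marco* had a log2 fold change of 2.18 (limma adjusted p = 0.0442). *Gpx3* was lower in all 8 of these fits, with a log2 fold change from -2.10 to -1.87, and past the threshold in 1 of them. These fits have fewer livers, so a lost call does not show a smaller effect. Under the 15 other alternatives its log2 fold change ran from -1.97 to -1.83 and its adjusted p from 1.243e-07 to 0.258, past the threshold in 12.

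The count of gene sets was 18 by gene permutation with the seed fixed beforehand. It was 11 with age as a covariate, 10 at an adjusted p under 0.05, 11 with camera at a correlation of 0.01, 0 with camera and an estimated correlation, and 0 with permutation of the genotype labels. With age as a factor, added after the data were seen, it was 12 by gene permutation. With age as a factor it was 0 with camera, and 0 with permutation of the labels within each age. The highest count was 19, with a pseudocount of 5 and with edgeR. The estimated correlation was 0.21 within each of the lists of genes up and down in old *Rragc*^S74N/+ kidney, and a set whose genes move together between livers can be overrated by gene permutation. Matching members by symbol alone and 10000 permutations, both added after the data were seen, gave 15. Leaving out a liver gave 13 to 17 sets. The genes down in Tfeb-knockout reversed to a score of 1.10 in 3-month-old mice and to 0.89 when genes were ranked by log2 fold change, and over the fits that left out a liver ranged from -1.16 to 1.05. Genes up in old *Rragc*^S74N/+ kidney ranged from -2.23 to 1.36 over those fits and genes down in young kidney from -0.89 to 1.37, so the direction of these lists changed when single livers were omitted. The cause was not tested.

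*Rragc* had a log2 fold change between -0.22 and -0.06 under the other alternatives, and between -0.23 and 0.039 when a liver was left out. *Cdkn1a* reversed to -0.17 with the dusk clock score as a covariate, which was added after the data were seen, and ranged from -0.32 to 0.94 when a liver was left out. *Vcam1* ranged from -0.62 to 0.085 and the neutrophil list from -0.53 to 0.089 over the fits that left out a liver. None of these passed a threshold in any alternative. The share explained by genotype stayed between 16.4% and 17.9%, and between 13.4% and 29.7% without a liver, with an exact permutation p of 0.114 or more. No study gene passed its threshold in any alternative. No marker list did either, which the small number of labellings made nearly certain. Counting all single genes, sets and lists, those given above included, 131 values lost their side of the threshold and 2 gained it under the other alternatives, and 33 lost and 1 gained it when a liver was left out.

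No paired analysis was possible because the replicate numbers follow sample order and pair no mice. Sex as a covariate was not run, since Y-linked genes were read in all 8 livers and did not show both sexes. In simulation at this dispersion, 3.63% of 193 genes changed by 1 on the log2 scale were called, so changes of that size were mostly not detectable.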

Other observations

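The tests on the Kupffer list, on the kidney lists, of *Gpx3* under TMM and of the first component against clock genes and library size were chosen after the result was seen.

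Of the 35 splits of the 8 livers into 4 and 4, 3 gave at least 1 gene past the threshold, the real split included. The other 2 gave 254 and 246 genes, and both set *Rragc*^+/+ replicate 3 with *Rragc*^S74N/+ replicates 1 and 4. As many gene sets as the real split, compared with 10000 permutations for each split, came from 6 of the 35 splits. With 1000 permutations and the fixed seed only the real split reached its count of 18, which reflects the draw described above. As many study genes at an unadjusted p under 0.05 came from 6 splits. At an unadjusted p under 0.05 the real split had 578 genes, the median split 250, and 9 splits had as many. Splits of this kind ignore age, and the splits with 254 and 246 genes kept both 2.5-month-old livers on the same side. Of the 20 splits that part these livers as the real split does, the real one alone gave a gene past the threshold, a share of 0.05 that is the smallest 20 splits can give. As many genes at an unadjusted p under 0.05 came from 3 of them, as many sets from 3 and as many study genes from 2. With age as a factor and labels permuted within each age, 2 of 20 labellings gave the 3 genes of the real one or more, 7 gave its 632 genes at an unadjusted p under 0.05 and 3 gave as many study genes. The comparison with parted splits and the labellings within age were added after the data were seen.

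The fall of *Gpx3* was set against 3 technical explanations. Drawing reads down to the smallest library gave a log2 difference of -1.86 and TMM rescaling -1.94. Neither operation could have removed a difference of this size, so by themselves they do not decide. Other values argue against library size and a few abundant genes as the source. Reads per liver overlapped between genotypes (4313076 to 6509465 in *Rragc*^+/+ and 5081275 to 6632108 in *Rragc*^S74N/+). So did the share of the 10 most abundant genes (27.9% to 32.9% and 26.5% to 31.4%). The median log2 fold change over all tested genes was 0.012, but median-of-ratios scaling holds this value near 0, so it does not bear on a scaling error. The third explanation is kidney RNA in the *Rragc*^+/+ samples. Of 29 kidney-abundant genes other than *Gpx3* and *Kap*, 8 were listed, 2 of them with a mean of at least 10, and their mean log2 difference was -0.67 (exact two-sided permutation p = 0.0286, the smallest possible). That is in the direction kidney RNA would give but smaller than the fall of *Gpx3*, and how near to count as similar was set after the value was seen. Of the 8 genes, 6 were lower and 2 higher in *Rragc*^S74N/+, with log2 differences from -2.40 for *Miox* to 0.12 for *Slc12a3*. *Slc34a1*, the other gene that did not fall, was at 8.17 ± 5.93 normalized counts in *Rragc*^+/+ and 8.90 ± 6.55 in *Rragc*^S74N/+ livers (SD, n = 4 each), which goes against kidney RNA, as far as such low counts can show. With these genes divided, the test does not decide, and the fall of *Gpx3* cannot be told apart from traces of kidney in the control samples. For *Marco* the difference was 1.77 after drawing reads down, which could hardly have moved it. It was 1.83 under TMM, 1.81 with age as a covariate, 2.01 in 3-month-old mice and 1.66 with the dusk clock score as a covariate.

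A rise of Kupffer cell genes in *Rragc*^S74N/+ livers is a hypothesis. Without *Marco* the list still differed by 0.22 without overlap. The red blood cell list differed by -0.086, against more blood, and the mean difference of the endothelial and stellate lists was 0.15, under that of the Kupffer list at 0.38. Other lists of non-hepatocyte cells were mixed. The T and NK cell list, with 3 genes and overlapping genotypes, differed by 0.62, the monocyte and dendritic cell list by 0.50, the endothelial list by 0.20, the stellate list by 0.10 and the neutrophil list by -0.22. The neutrophil list also rests on 3 genes, *Vamp5* among them, and says little about neutrophils. The rise cannot be told apart from a wider rise of non-hepatocyte RNA. Adjustment over 17 lists could hardly be passed with 4 livers per genotype, so it decides little. Without genes of the Kupffer and monocyte lists, 8 of the 10 inflammatory, interferon and senescence sets had an adjusted p under 0.25 by gene permutation, against 10 with those genes, SASP list A at 0.246 included. The removal took 7 of their 424 tested genes, and the test does not decide whether those cells account for the sets.

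The first principal component may reflect the time of day of tissue collection, which the labels do not give. Computed without clock genes, it correlated with the list of clock genes peaking near dusk (Pearson r = -0.76, exact permutation p = 0.0294; Spearman rho = -0.71, p = 0.0576; n = 8), with an adjusted p of 0.0587 over 4 relations. Without the 2 livers farthest from the median r was -0.34, and among the 5 mice aged 3 months it was -0.10, so the relation rests on the 2.5-month-old mice and cannot be told apart from age. The component did not follow total reads (r = 0.14, exact permutation p = 0.762; rho = 0.33, p = 0.428; r = 0.41 without 2 livers) or the share of reads in 10 genes (r = 0.26, exact permutation p = 0.538; rho = 0.21, p = 0.619; r = -0.09 without 2 livers). The remaining relation was between the dawn and dusk clock lists (r = -0.88, exact permutation p = 0.00474, adjusted p = 0.0189). Among the 3-month-old mice its r was -0.45. Of the marker lists, only the dusk clock list was set against the component. The periportal hepatocyte list, not tested so, was lowest (8.96) in the liver at its low end, *Rragc*^+/+ replicate 4. It was highest (10.96) in the liver at the high end, *Rragc*^S74N/+ replicate 4. Other states of the liver thus remain open.

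Over all 8 livers, the lists of genes changed in *Rragc*^S74N/+ kidney moved against their kidney direction, though the direction of some of them changed when a liver was left out. With the correlation estimated, the smallest adjusted p among the 4 kidney lists was 0.527. For the lists from old kidney, with an estimated correlation of 0.21 each, a candidate explanation is that these genes move together between livers whatever the genotype. For the lists from young kidney the correlation was 0.026 and 0.0061.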
